A study of Mus musculus with 20 samples. Its data were reported in "Estrogenic Activity of Bisphenol A and 2,2-bis(p-Hydroxyphenyl)-1,1,1-trichloroethane (HPTE) Demonstrated in Mouse Uterine Gene Profiles" (2010).

How the data were processed

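Adult female C57bl6/J mice, at least 10 weeks old per the labels, were ovariectomized, rested for 10 to 14 days and injected subcutaneously with 100 µl sesame oil (vehicle), 250 ng E2, 750 µg BPA or 750 µg HPTE, a metabolite of methoxychlor. Uteri were collected 2 h or 24 h later, and RNA of each uterus (500 ng) was labelled with Cy3 and hybridized alone. Groups were taken from the labels, which hold the treatment under the tag for time and the time under the tag for treatment. Vehicle arrays are named as 24 h samples, and E2 at 24 h has replicates 2 and 3. The 20 arrays lay on 6 slides scanned on 2 days. The sixth slide, scanned on the later day, held BPA 24 h replicate 3 and HPTE 24 h replicate 2.

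The deposited scanner files hold the intensity of each spot in arbitrary units, extracted by the authors with Feature Extraction 9.5. The processed intensity is background subtracted within the array, with no scaling between arrays per the file headers. The deposited series matrix held the same intensity values as the scanner files on all 20 arrays (relative tolerance 1e-06) and added no further scaling. The files also hold flags, of type other per the file headers, for spots well above background, saturated or outlying, and for control spots. Each array had 45018 spots, of which 1639 were controls. The 43379 other spots belonged to 41174 probes, 40929 with 1 spot and 245 with 10, whose spots were averaged on the log2 scale. Outlying spots were left out (46 to 134 per array), and at most 2 probes per array were saturated.

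Processed intensity was log2 transformed and centred on the 75th percentile of each array, which ranged from 1320 to 2046 (median 1679). A probe was tested when it was well above background on every array of at least 1 group, was missing on at most 2 arrays and had a value in each group. The rule on missing arrays was added when the files were read and removed 2 probes, leaving 32453. Signal well above background on 72.7% to 81.3% of probes per array sets the depth. A group with no array well above background gives a bound only, and folds against it are given as at least that size, computed against the lowest signal well above background on each of those arrays. Probe positions are on the mouse assembly mm7 per the file headers (40645 probes with a position). Current symbols came from a RefSeq gene table on GRCm38.p6, to which 22951 of 25510 array accessions matched. No exon or UTR annotation was used here.

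A means model over the 7 groups was fitted with limma 3.58.1 (lmFit and eBayes, prior degrees of freedom 1.903) in R 4.3.3. Contrasts were each treated group against vehicle, the compounds against each other at each time, 24 h against 2 h within a compound, and compound by time interactions. All were two-sided, with Benjamini-Hochberg adjusted p under 0.05 within a contrast, and a moderated F test covered the 7 groups. The 3 vehicle arrays served both times, so time effects are also contrasts between treated groups. Correlations of changes were computed over the probes called in both contrasts and described without a p value. Their level with no effect was measured in 50 draws, in which residuals of whole arrays with random signs stood in for the vehicle, E2 and an unchanged second group, and both groups were set against the same simulated vehicle arrays. Residuals were taken about group means. A difference of all vehicle arrays from the treated arrays is therefore not in the simulated second group. Slopes through the origin were compared between times by an exact two-sided permutation test. The 3 gene lists (immediate early, 20 genes named and 19 tested, G2/M and cholesterol synthesis) used 1 probe per gene, camera with an inter-gene correlation of 0.01 and fry, adjusted over 18 tests. The 22 fixed transcripts were adjusted over all probes and over the list alone, and their 66 interaction tests came from the interaction contrasts. The values of 1 of these transcripts are not reported here.

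Named genes are the 22 fixed transcripts (probe with the highest mean) and, per contrast with vehicle, the 3 largest increases and 3 largest decreases by fitted value among called probes whose treated arrays all lay beyond all vehicle arrays. One probe was taken per symbol, and clone, Rik, Gm, LOC, transcript and accession names were left out. The same rule gave 3 genes for each xenoestrogen-selective set. Transcripts of sperm cells, the Y chromosome, pancreas, liver and circadian clock, and genes that escape X inactivation, were chosen outside this rule after some of their values were seen. For sperm cells and pancreas the transcripts already seen were kept in separate lists (10 and 7 genes), and the tests used lists written afterwards from other genes of the same kind (25 and 19 genes). The lists of Y-linked (10), liver (15), clock (14) and X escape genes (4) were written before their own tests.

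Alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization alone, no scaling, and scaling to the 8 spike-in probes (32 spots each). The series matrix equals no scaling and gave the same values. Further alternatives were no filter, a mean signal over 100, slide as a fixed or random block (duplicateCorrelation, with statmod 1.5.0), scan day as a block, the replicate number as a block, an intensity trend in eBayes, array weights, an unadjusted p under 0.001, a change of at least 2-fold, fitting only the compared groups, other probe sets for correlations and slopes, fry, and leaving out each array in turn. One alternative was added after the values were seen. It leaves out 1581 probes whose vehicle replicate 1 differed by over 1 log2 unit from the mean of the other vehicle arrays. The lists with slide as a random block used camera on ranked statistics.

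Other splits of the arrays were counted for comparisons of 3 against 3 arrays (10 splits each) and in 100 draws for the F test and the HPTE against BPA interaction, where arrays were exchanged between BPA and HPTE within each time only. For the selective sets all 20 exchanges of the E2 arrays with those of BPA or HPTE at 2 h were counted, with the vehicle arrays kept. The pipeline was tested in separate simulations for E2 at 2 h and E2 at 24 h, each with 32363 probes. In each, 200 probes were changed by 1 log2 unit in that E2 group alone. At 2 h the pipeline recovered 140 (70.0%) with 6 false calls, and at 24 h 128 (64.0%) with 2 false calls. No recovered probe had the wrong sign, and no call was made in the other contrasts with vehicle. Simulated noise was independent between probes, so variation shared by many probes of an array was not covered. Tables were read with the R package data.table (version 1.17.8), and figures were drawn in Python 3.11.15 with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.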

Results

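Uterine RNA from ovariectomized mice was compared 2 h and 24 h after a single injection of estradiol (E2), BPA or HPTE, on 20 arrays with 1 uterus each. The vehicle group had 3 arrays, E2 at 24 h had 2, and the other 5 groups had 3 each. Vehicle uteri were labelled as collected at 24 h, so the 2 h groups were also set against these 24 h vehicle arrays and no vehicle array at 2 h was used here. Of 41174 probes, 32453 were tested. Changes are log2 differences from the vehicle mean unless another reference is named, and adjusted p values come from limma. Transcripts of maturing sperm cells on the vehicle arrays and of the pancreas on 4 E2 arrays, described with their values in the closing part, overlap some of the largest changes in both directions.

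Within groups, the Pearson r between arrays across probes lay between 0.975 and 0.993, and no pair of arrays was identical. The median standard deviation of a probe within a group ranged from 0.11 (BPA at 24 h) to 0.18 (BPA at 2 h) on the log2 scale. The first principal component held 30.7% of the variance and the second 26.6%. On the first, the BPA 2 h arrays lay at 72.6, 82.5 and 34.3 (replicates 1 to 3), a wide spread for a single group. Between 72.7% and 81.3% of probes were well above background on an array (median 76.6%).

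The moderated F test found a difference between the 7 groups for 26398 probes (81.3% of those tested). E2 changed 9127 probes at 2 h (3609 higher, 5518 lower) and 20720 at 24 h (8534 higher, 12186 lower). BPA changed 16036 at 2 h (6248 higher, 9788 lower) and 4258 at 24 h (1652 higher, 2606 lower). HPTE changed 15622 at 2 h (6464 higher, 9158 lower) and 11049 at 24 h (4847 higher, 6202 lower). A change of at least 2-fold as well was met by 2672 (E2), 4626 (BPA) and 4874 (HPTE) probes at 2 h, and by 9203, 1215 and 1990 at 24 h. That requirement moved the HPTE 24 h count most of all alternatives, and scaling to the spike-in controls moved the BPA 24 h count most, to 1030 (112 higher, 918 lower). Leaving out 1 array moved 1 of these 6 counts by over 1.5 times: BPA at 24 h fell to 1976 without BPA 24 h replicate 1, 2258 without BPA 24 h replicate 3 and 2104 without vehicle replicate 1. The median of all probes tested moved by -0.15 for E2 at 24 h and by less than 0.1 in size in the other groups.

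**Figure D1:**
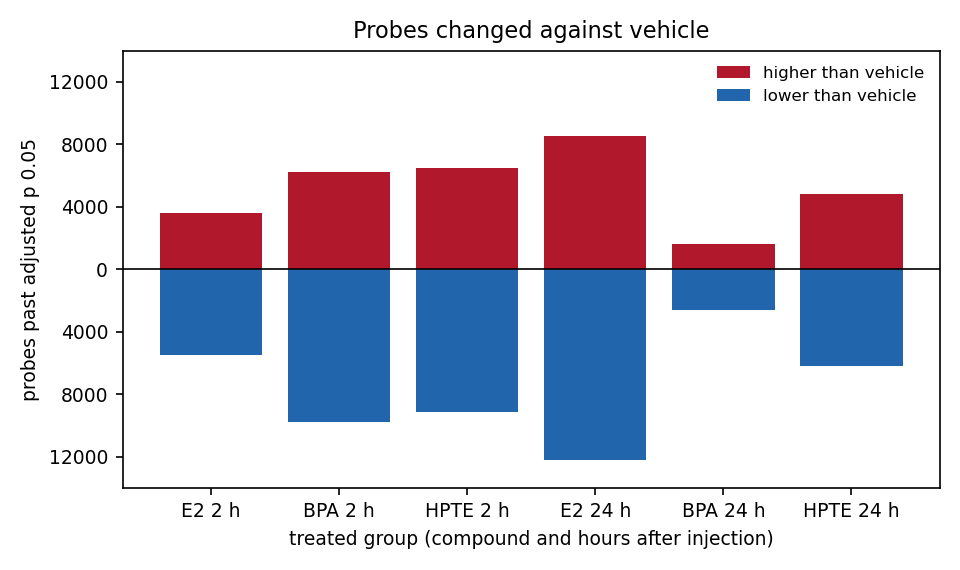
Number of probes (vertical axis) past an adjusted p of 0.05 against vehicle for E2, BPA and HPTE at 2 h and 24 h, with bars above 0 for higher and below 0 for lower signal. BPA drops from 16036 probes at 2 h to 4258 at 24 h, while E2 goes from 9127 to 20720.

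The share of higher calls depended on the scaling. With main scaling, 39.5% of E2 2 h calls and 41.4% of HPTE 2 h calls were higher. With quantile normalization these were 51.1% and 51.6%, with no scaling 12.6% and 55.9%, and with spike-in scaling 26.3% and 56.7%. At 24 h, 38.8% of BPA calls and 43.9% of HPTE calls were higher, against 11.5% and 21.2% with no scaling and 10.9% and 8.81% with spike-in scaling. Without scaling, the median of all probes moved by -0.29 (E2 2 h), -0.12 (E2 24 h), -0.15 (BPA 24 h) and -0.17 (HPTE 24 h). Under spike-in scaling it moved by -0.13 (E2 2 h), 0.16 (HPTE 2 h), -0.12 (E2 24 h), -0.16 (BPA 24 h) and -0.36 (HPTE 24 h). Lower calls prevailed under all 5 scalings for BPA at 2 h, E2 at 24 h and BPA at 24 h. For E2 at 2 h and HPTE at both times the prevailing direction depended on the scaling.

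Direct contrasts between the compounds gave 6160 probes for BPA against E2 at 2 h (2572 higher, 3588 lower) and 5402 for HPTE against E2 at 2 h (2746 higher, 2656 lower). At 24 h the same contrasts gave 18773 (10779 higher, 7994 lower) and 15855 (8846 higher, 7009 lower). HPTE and BPA differed for 142 probes at 2 h (78 higher, 64 lower) and 1325 at 24 h (970 higher, 355 lower). The prevailing direction of BPA against E2 at both times and of HPTE against E2 at 24 h was reversed with no scaling and with spike-in scaling, for example with 1398 higher and 4629 lower for HPTE against E2 at 24 h under spike-in scaling. For BPA against E2 at 24 h it was also reversed, narrowly, after normexp correction. The alternative that moved this family most was spike-in scaling, with 0 probes for HPTE against BPA by limma at both times (1844 at 2 h and 2127 at 24 h at an unadjusted p under 0.05). Fitting the compared groups alone with limma also gave 0 for both (3174 and 8543 at an unadjusted p under 0.05). The count for BPA against E2 at 2 h fell to 3424 without BPA 2 h replicate 1, 3745 without BPA 2 h replicate 2 and 3931 without E2 2 h replicate 1. For HPTE against E2 at 2 h it fell to 3520 without HPTE 2 h replicate 2 and 3535 without E2 2 h replicate 1. For HPTE against BPA, leaving out single arrays gave between 14 (without HPTE 2 h replicate 2) and 1225 (without BPA 2 h replicate 3) probes at 2 h, and as few as 26 (without HPTE 24 h replicate 2) at 24 h.

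Between 2 h and 24 h, 18164 probes differed under E2 (8394 higher and 9770 lower at 24 h), 15713 under BPA (9163 higher, 6550 lower) and 17562 under HPTE (9568 higher, 7994 lower). The requirement of a 2-fold change moved the BPA count most, to 4059. The change from 2 h to 24 h differed between BPA and E2 for 16535 probes (9377 higher, 7158 lower) and between HPTE and E2 for 14960 (8246 higher, 6714 lower). The prevailing direction was reversed with no scaling and with spike-in scaling for all 3 counts between times and for both of these interactions, to 2157 higher and 3938 lower (BPA and E2) and 960 higher and 6266 lower (HPTE and E2) under spike-in scaling. It was also reversed after normexp correction for E2 between times, and for the HPTE and E2 interaction after normexp correction and with quantile normalization. The change differed between HPTE and BPA for 28 probes (15 higher, 13 lower; 4717 at an unadjusted p under 0.05). This last count was moved most by array weights, to 1594. With limma it was 0 without BPA 24 h replicate 2, HPTE 2 h replicate 1, HPTE 2 h replicate 2 or HPTE 24 h replicate 2 (3626, 3849, 3890 and 4090 at an unadjusted p under 0.05), and 409 without BPA 2 h replicate 3.

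At 2 h, 8104 probes were called for both E2 and BPA and 99.7% of them changed in the same direction. For E2 and HPTE these were 8220 and 99.6%, and for BPA and HPTE 13102 and 99.9%. At 24 h, 3538 probes were called for both E2 and BPA (87.6% in the same direction, 439 in opposite directions), 9224 for E2 and HPTE (94.3%) and 3755 for BPA and HPTE (1 in opposite directions). Over these common signatures, the Pearson r across probes between the changes under E2 and BPA was 0.881 at 2 h and 0.910 at 24 h. For E2 and HPTE r was 0.938 and 0.904, and for BPA and HPTE 0.967 and 0.985. Spearman rho was 0.956, 0.965 and 0.978 at 2 h and 0.878, 0.886 and 0.977 at 24 h, in the same order of pairs. With 1 treated array at a time in place of the group mean of BPA or HPTE, r with E2 ranged from 0.812 to 0.918 (BPA 2 h), 0.910 to 0.941 (HPTE 2 h), 0.894 to 0.908 (BPA 24 h) and 0.890 to 0.896 (HPTE 24 h). Probes are not independent replicates, and the contrasts share the vehicle arrays. In 50 simulated draws of an unchanged group sharing its vehicle arrays with E2, the median r over a common signature was 0.07 at 2 h and 0.06 at 24 h, and the highest was 0.620 and 0.712. The draws hold the spread within groups only. A difference shared by all vehicle arrays, such as that of the sperm cell transcripts, is left out, so the simulated levels may be too low. The choice of probes moved r most: over all probes tested it was 0.736 (BPA) and 0.827 (HPTE) with E2 at 2 h and 0.595 and 0.746 at 24 h, with a highest simulated value of 0.416 at 2 h and 0.499 at 24 h. Over the probes called for E2 it was 0.832 and 0.888 at 2 h and 0.673 and 0.794 at 24 h (highest simulated 0.583 and 0.613).

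The strength of each BPA or HPTE array relative to E2 was measured as the slope of its changes on the mean E2 changes at the same time, over the probes called for E2. The mean slope was 0.685 ± 0.050 (SD, n = 3) for BPA at 2 h and 0.311 ± 0.030 at 24 h. For HPTE it was 0.895 ± 0.068 at 2 h and 0.490 ± 0.026 at 24 h. The difference between 24 h and 2 h was -0.375 for BPA and -0.405 for HPTE, in both cases with no overlap between the arrays of the times. The exact permutation test gave p = 0.10 (two-sided), which is the smallest p that 3 arrays against 3 allow. Single E2 arrays set against the rest of their group had slopes of 0.773, 0.995 and 0.926 at 2 h and 0.942 and 0.943 at 24 h. Large E2 changes weigh most in such a slope, and some lie in pancreas transcripts. Ctrc changed by 8.76 (E2), -0.06 (BPA) and -0.12 (HPTE) at 2 h, and Cpa1 by 7.76, -0.56 and -0.22 at 24 h. Slopes at 2 h were 0.734 (BPA) and 0.965 (HPTE) without E2 2 h replicate 2, and 0.605 and 0.787 without replicate 1. If pancreas RNA was mixed in, the slopes do not measure the uterine response alone. Simulated unchanged groups had slopes of at most 0.122 at 2 h and 0.0952 at 24 h, again without any difference shared by all vehicle arrays. Slopes moved most when probes that differed between the vehicle arrays were left out, an alternative chosen after such differences were seen. They were then 0.892 (BPA) and 1.004 (HPTE) at 2 h and 0.148 and 0.319 at 24 h.

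**Figure D2:**
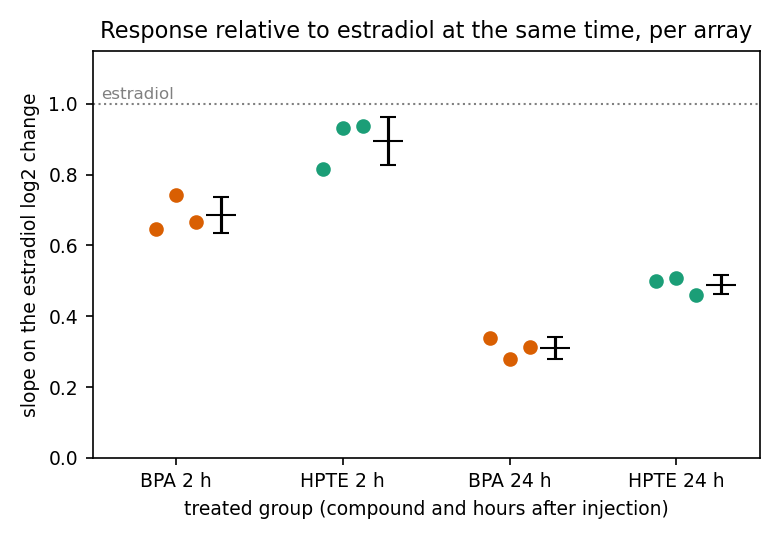
Slope of each array on the mean E2 changes (vertical axis, no unit) for BPA and HPTE at 2 h and 24 h. Points are the 3 arrays per group, with mean and SD. The dotted line at 1 marks changes as large as under E2. All 24 h arrays (at most 0.509) lie below all 2 h arrays of the same compound (at least 0.647 for BPA and 0.816 for HPTE).

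The 3 gene lists were fixed before the data were examined, as were the 22 transcripts, the tests and the rule for naming genes. For the immediate early list (19 genes on the array) the median change at 2 h was 2.47 under E2, 2.27 under BPA and 2.35 under HPTE, with 18, 19 and 18 genes past the threshold and camera adjusted p = 3.32e-30, 9.01e-21 and 1.35e-18. All 9 arrays at 2 h had a median above 2, from 2.24 to 2.68. At 24 h the medians were -0.48, -0.11 and -0.24 (camera adjusted p = 0.222, 0.272 and 0.111). Under fry the 2 h calls held (adjusted p = 1.85e-13 each) and the lower values at 24 h passed for E2 (0.000263) and HPTE (0.0217). For HPTE at 24 h camera passed as well under quantile normalization alone (median -0.32) and after normexp background correction (-0.23), the alternatives that changed a camera call for this list.

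The G2/M list (25 genes) had medians of 2.89 (E2), 1.68 (BPA) and 2.43 (HPTE) at 24 h, with all 25 genes past the threshold in each contrast and camera adjusted p = 3.24e-16, 4.69e-35 and 2.45e-29, calls that fry also made (1.16e-08, 1.94e-06 and 1.78e-08). All 8 treated arrays at 24 h were higher than the vehicle mean, by a median of 1.43 to 2.91. At 2 h the medians were 0.10, 0.32 and 0.14. Only BPA passed with camera (adjusted p = 0.00211), fry did not pass it (0.182), and the camera call was lost without BPA 2 h replicate 2 (median 0.12). E2 at 2 h passed without E2 2 h replicate 2 (0.23) or vehicle replicate 1 (0.17), and HPTE at 2 h passed without vehicle replicate 1 (0.27).

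The cholesterol synthesis list (18 genes) had a median change of 1.92 under E2 at 24 h with all 18 genes past the threshold (camera adjusted p = 3.53e-11, fry 1.05e-09, higher on both arrays). Under HPTE at 24 h it was 0.92 with 15 genes past it (4.01e-10, fry 4.83e-06, higher on 3 of 3 arrays). Under BPA at 24 h the median was -0.05, the mean 0.03 and the camera direction higher, with 2 genes past the threshold (adjusted p = 0.399). Medians at 2 h were 0.01, 0.06 and 0.29 (0.624, 0.466 and 0.111), and for E2 and BPA camera and fry gave opposite signs. Spike-in scaling moved the HPTE 2 h median most, to 0.54, where camera passed. The list directions at 2 h for immediate early genes and at 24 h for G2/M genes were the same under each scaling.

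**Figure D3:**
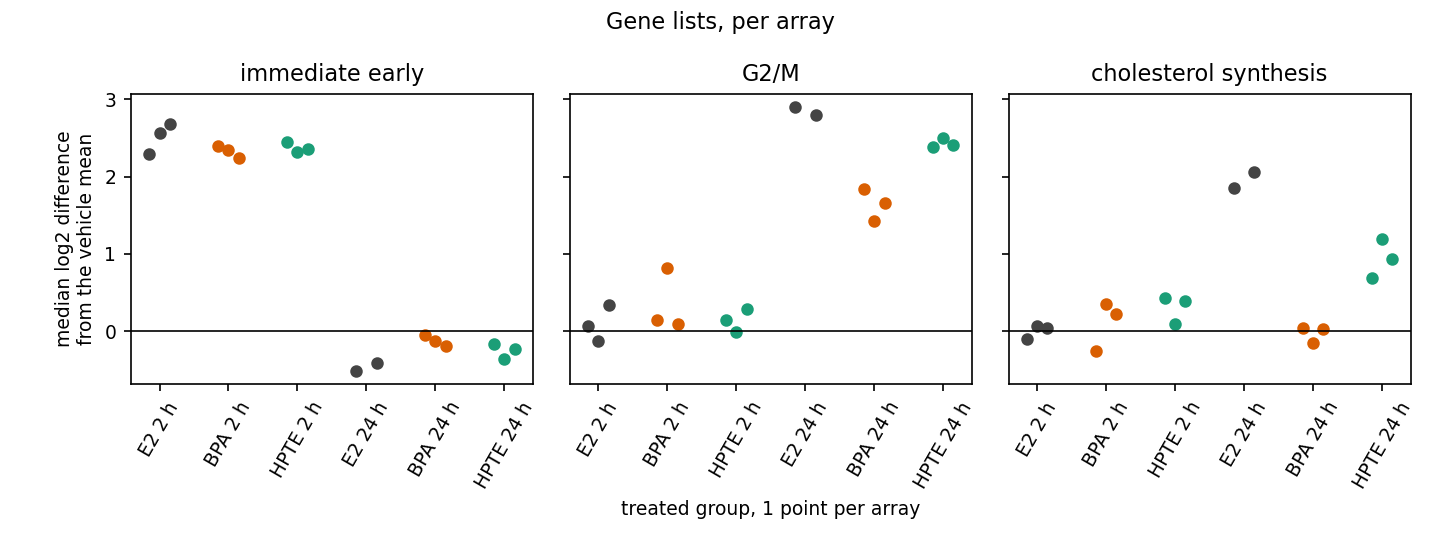
Median log2 difference from the vehicle mean (vertical axis) over the immediate early (19 genes), G2/M (25) and cholesterol synthesis (18) lists, 1 point per treated array, in 3 panels. Immediate early genes are high at 2 h only (2.24 to 2.68), G2/M genes at 24 h under each compound (1.43 to 2.91), and cholesterol synthesis genes at 24 h under E2 (1.85 and 2.07) and HPTE (0.68 to 1.19) but not BPA.

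Of the 22 fixed transcripts, 13 passed the threshold over all probes for E2 at 2 h, 17 for BPA and 14 for HPTE, each of them higher. Adjusted over the list alone, the counts were 13, 18 and 15. The study itself named these transcripts, mainly from its earlier work on estradiol, so the counts over the list do not stand for probes at large. The paper describes the present arrays as a repeat with new samples, so the list was not drawn from them. At 24 h the counts were 15 for E2 (11 higher, 4 lower), 6 for BPA (5 higher, 1 lower) and 8 for HPTE (7 higher, 1 lower), and 15, 6 and 9 adjusted over the list alone. Spike-in scaling moved these counts most, from 17 to 11 for BPA at 2 h, and leaving out BPA 2 h replicate 2 gave 13. At 24 h the BPA count was 4 without vehicle replicate 1.

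Fos rose by 5.38 (E2), 4.28 (BPA) and 4.67 (HPTE) at 2 h (SE 0.28 each, adjusted p at most 4.82e-08) and was not past the threshold at 24 h, except for E2 (0.46) when only E2 24 h and vehicle were fitted. Nr4a1 rose by 4.44, 4.23 and 4.29 at 2 h (SE 0.10 each). Wnt4 rose by 2.50, 2.86 and 3.25 at 2 h and lay below vehicle at 24 h by -1.13, -0.68 and -0.92 (adjusted p = 0.000176, 0.0233 and 0.00139). The Wnt4 call for BPA at 24 h was lost without vehicle replicate 1 (-0.73), vehicle replicate 3 (-0.60) or BPA 24 h replicate 1 (-0.59), and under spike-in scaling. Ube2c rose by 3.59 (E2), 2.01 (BPA) and 2.94 (HPTE) at 24 h, Ccnb2 by 2.97, 1.88 and 2.91, Cdc2a by 3.12, 1.48 and 2.17 and Aurkb by 2.95, 1.64 and 2.42. Another probe of Cdc2a also passed in each contrast, but with 2.14 (E2), 2.07 (BPA) and 1.48 (HPTE), so the order of the compounds depended on the probe.

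Several smaller calls among the fixed transcripts rested on single arrays. At 2 h under BPA, Ube2c (0.56), Cdc2a (0.44) and Aurkb (0.53) were each past the threshold and were lost without BPA 2 h replicate 2 (0.31, 0.25 and 0.28). They were also lost without vehicle replicate 3 (0.51, 0.37 and 0.48), Ube2c and Cdc2a without vehicle replicate 1 (0.59 and 0.43), and Ube2c and Aurkb without vehicle replicate 2 (0.58 and 0.43). Another probe of Cdc2a gave 0.63 (adjusted p = 0.328) in that contrast. Per1 under E2 at 2 h (0.72) was lost without vehicle replicate 2 (0.62) or E2 2 h replicate 1 (0.68). At 24 h under E2, Cdkn1a (0.92) was lost without any of the vehicle or E2 24 h arrays (0.86 to 0.98), and Inhbb (1.11) and Stat5a (0.68) without E2 24 h replicate 3 (0.61 each). Mvp under BPA at 24 h (0.44) was lost without vehicle replicate 1 (0.30), vehicle replicate 2 (0.47), BPA 24 h replicate 1 (0.45) or BPA 24 h replicate 3 (0.37).

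By the rule for named genes, Krt85 on chromosome 15 (101502722 to 101502781, mm7) had the largest increase in 4 contrasts and was not well above background on any vehicle array. Against the background limit it was at least 856-fold higher under E2 at 2 h, 640-fold under BPA, 783-fold under HPTE and 241-fold under E2 at 24 h (adjusted p at most 9.72e-08). At 2 h, Krt87 rose by 8.08 under E2 (SE 0.28, adjusted p = 1.19e-10) and by 7.26 under BPA, Krt86 by 7.06 under BPA, and Klk1 and Klk1b5 by 8.01 and 7.75 under HPTE. Ctrc was named for E2 at 2 h with 8.76 (SE 2.22, adjusted p = 0.00808), but its 3 arrays had an SD of 7.11, and when only E2 2 h and vehicle were fitted it did not pass (adjusted p = 0.124, with 8.48e-07 to 0.124 for Ctrc over its alternatives). At 24 h E2 raised Sprr2d at least 167-fold. Cpa1, well above background on 1 of 3 vehicle arrays, rose by 7.76 under E2 at 24 h (adjusted p = 0.0379) and was lost without either E2 24 h array (8.63 without replicate 2, 6.88 without replicate 3), vehicle replicate 2 (7.19) or vehicle replicate 3 (7.35). Under HPTE at 24 h Cdc25c was at least 7.93-fold higher, and Pimreg and Iqgap3 rose by 3.21 and 3.16 (adjusted p = 0.000144 and 1.1e-06).

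Under BPA at 24 h the rule named Igh-6 (4.02, SE 1.26, adjusted p = 0.0475), Glycam1 (at least 5.83-fold, adjusted p = 0.0148) and Clec4e (3.37, SE 1.04, adjusted p = 0.045) as increases. The Igh-6 call was lost without any BPA 24 h array (4.42, 3.19 and 4.45 without replicates 1 to 3), without vehicle replicate 1 (3.78) or replicate 2 (3.72), and without 7 single arrays of other groups, where the change itself stayed at 4.02. The Clec4e call was lost without any BPA 24 h array (3.22, 3.78 and 3.12), without vehicle replicate 1 (2.76) or replicate 2 (3.55), and without 6 single arrays of other groups, with the change at 3.37. Glycam1 was lost without vehicle replicate 2 (adjusted p = 0.0649) or BPA 24 h replicate 2 (0.0507), with 0.000588 to 0.0649 for Glycam1 over its alternatives. With all arrays, Igh-6 was also lost in 8 of 14 alternatives and Clec4e in 4 of 13, both of them with no scaling, spike-in scaling, no filter or slide as a fixed block.

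As decreases, the rule named by fitted value Spata16 (at least 35.9-fold), Cabs1 (-6.95) and Ccer1 (at least 40.3-fold) under E2 at 2 h, and Cst8 (at least 51.6-fold), Cox8c (-7.87) and Gykl1 (at least 77.4-fold) under E2 at 24 h. Under BPA they were Trpm3 (at least 9.38-fold), Npy2r (-3.88) and Hcar1 (-3.61) at 2 h and Slco6c1 (at least 5.08-fold), Spdye4b (at least 5.07-fold) and Asb17 (-4.38) at 24 h. Under HPTE they were Ssty2 (at least 10.2-fold), Slco6b1 (at least 10.6-fold) and Dcn (-5.15) at 2 h and Ccer1 (-6.01), Spz1 (at least 18.5-fold) and Cst9 (-5.82) at 24 h. Signals not well above background have no order, so the decreases given as bounds are not shown to be larger than others that were measured on both sides. Cabs1, Asb17, Npy2r, Cst9, Cox8c and, at 24 h, Ccer1 were well above background on 1 treated array and Hcar1 on 2. Adjusted p values were at most 0.00177 (Npy2r), and Npy2r did not pass when only BPA 2 h and vehicle were fitted (adjusted p = 0.0616, with 9.74e-09 to 0.0616 over its alternatives). Outside BPA at 2 h, most strong decreases lay in probes that also differed between the vehicle arrays. Of the probes called at least 8-fold lower, 96.3% (E2 2 h), 19.7% (BPA 2 h), 78.7% (HPTE 2 h), 78.6% (E2 24 h), 99.4% (BPA 24 h) and 99.0% (HPTE 24 h) were over 1 log2 unit higher on vehicle replicate 1 than on the other vehicle arrays, against at most 1.66% of probes not called.

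Probes were counted as selective for BPA or HPTE when they differed from vehicle and, in the same direction, from E2, while E2 was not past the threshold. There were 3060 for BPA at 2 h (1121 higher, 1939 lower), 2647 for HPTE at 2 h (1348 higher, 1299 lower), 466 for BPA at 24 h (231 higher, 235 lower) and 1019 for HPTE at 24 h (540 higher, 479 lower). Of these, 1597 at 2 h and 320 at 24 h were shared by BPA and HPTE. The E2 change had the same sign for 74.2% and 73.2% of them at 2 h and for 40.6% in both groups at 24 h. Spike-in scaling moved these counts most, to 218, 571, 32 and 195. The BPA 2 h count was 1516 without BPA 2 h replicate 1, 1807 without BPA 2 h replicate 2 and 2017 without E2 2 h replicate 1. The BPA 24 h count was 162 without BPA 24 h replicate 1, 221 without BPA 24 h replicate 3 and 202 without vehicle replicate 1.

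Otop1 on chromosome 5 (37384894 to 37384953, mm7) was not well above background on vehicle arrays and was at least 6.45-fold higher under BPA and 15-fold under HPTE at 2 h. It was not well above background on any E2 2 h array either, and it was higher than under E2 for BPA (adjusted p = 0.000152) and HPTE (2.88e-05). Draxin was at least 2.89-fold higher under BPA, on 2 of 3 arrays above background, and 4.63-fold under HPTE. Slc13a3 under BPA at 2 h (4.73, adjusted p = 0.0131) had an SD of 3.69 between the treated arrays and was lost without BPA 2 h replicate 1 (2.84). Mab21l3 under HPTE at 2 h changed by -4.29 (1 of 3 arrays above background). At 24 h the rule named Igh-6, Glycam1 and Clec4e for BPA, whose calls rested on single arrays and, for Igh-6 and Clec4e, on the processing, as given above. For HPTE it named Klk1b26 (at least 2.45-fold lower), Prok2 (-2.64, adjusted p = 0.000148) and Dkkl1 (-2.55, adjusted p = 4.92e-05). Their vehicle arrays had SDs of 0.96, 0.88 and 0.93, where the median SD of a probe in vehicle was 0.15. No call was lost without a single array, but these decreases rest on vehicle arrays that differ among themselves.

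**Figure D4:**
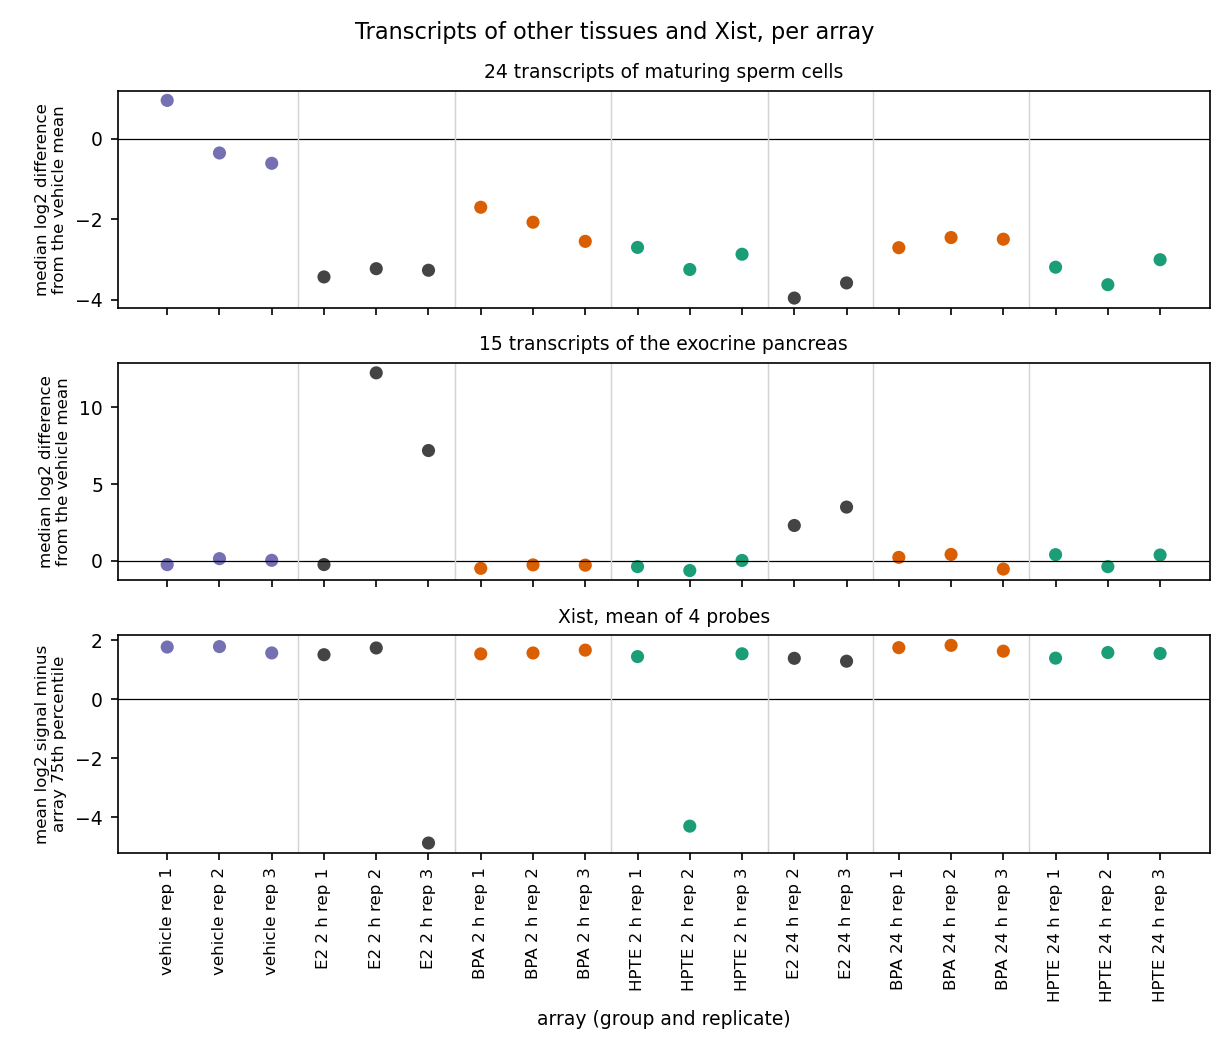
Median log2 difference from the vehicle mean over 24 sperm cell transcripts and 15 pancreas transcripts, and the mean of 4 Xist probes, for each of the 20 arrays (horizontal axis, by group). Sperm cell transcripts are above the vehicle mean only on vehicle replicate 1 (0.95), pancreas transcripts reach 12.25 on E2 2 h replicate 2, and Xist is lowest on E2 2 h replicate 3 and HPTE 2 h replicate 2.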

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

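Among the alternatives run for this part, tests without the probes that differ between vehicle arrays, the splits within each time and those for the selective probes were chosen only after the values were seen. The results here stand out because the change from 2 h to 24 h differed between compounds, in a test of the difference itself. For BPA against E2 this held for 16535 probes, for HPTE against E2 for 14960 and for HPTE against BPA for 28. The vehicle arrays drop out of these contrasts, which compare treated arrays only, and E2 at 24 h rests on 2 arrays.

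Among the 22 fixed transcripts, 17 passed for BPA against E2 and 12 for HPTE against E2, and none for HPTE against BPA. Ppp2r2c had the largest size (-4.15 for BPA, -4.16 for HPTE), as its E2 response was kept at 24 h while that to BPA or HPTE was smaller. Negative for both compounds were also Mad2l1 (-2.24 and -1.54), Inhbb (-1.60 and -1.99), Stat5a (-1.06 and -1.22), Cdc2a (-1.90 and -1.18), Cyr61 (-0.77 and -1.0) and Axin1 (-0.48 and -0.49). Positive for both were Per1 (1.38 and 1.62), Tnxb (1.68 and 1.18) and Nr4a1 (0.43 and 0.42). For BPA alone, Ube2c (-1.87), Aurkb (-1.63), Ccnb2 (-1.28), Mvp (-0.77), Errfi1 (0.86) and Sox8 (1.64) passed, and for HPTE alone Cdkn1a (-1.96). That these passed for one compound only does not show a difference between BPA and HPTE, which no fixed transcript passed. With array weights, however, Ube2c, Ccnb2, Aurkb, Sox8, Mad2l1 and Cdc2a did pass for HPTE against BPA. Over the 22 transcripts and all alternatives, array weights included, 11 of 286 comparisons gained such a call. With single arrays left out, 7 of 440 did.

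Single transcripts differ in how far they depend on the processing. Ppp2r2c, Mad2l1, Stat5a and Cdc2a kept their calls for both compounds under every alternative run. Other probes of a gene were not among these alternatives. On another Cdc2a probe the changes at 24 h were 2.14 (E2), 2.07 (BPA) and 1.48 (HPTE), so the Cdc2a interactions may depend on the probe. On another Mad2l1 probe they were 2.59, 0.40 and 1.04, close to those of the probe used. Ube2c, Aurkb, Ccnb2 and Tnxb did for BPA, and Inhbb, Cyr61 and Cdkn1a for HPTE. Under spike-in scaling the calls were lost for Per1 (1.06 for BPA, 0.96 for HPTE), Axin1, Sox8 (1.31), Mvp (-1.09), Errfi1 (0.54), Cyr61 for BPA, Tnxb for HPTE (0.52) and Nr4a1, which changed sign for HPTE (-0.24). Errfi1 and Cyr61 for BPA, Axin1 and Nr4a1 also lost them without some single arrays, and Inhbb for BPA without E2 24 h replicate 3. The Nr4a1 values thus depend on the scaling.

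Scaling, slide and single arrays were weighed as technical explanations. Under spike-in scaling the counts were 6095 (BPA against E2) and 7226 (HPTE against E2), so the choice of scaling alters how many pass, and which direction prevails, without removing them. With slide as a fixed block both stayed within 1.5 times of 16535 and 14960. Leaving out single arrays moved them between 14207 and 17005 and between 12258 and 15562. For HPTE against BPA the count went from 28 to between 0 (limma, 3626 to 4090 probes at an unadjusted p under 0.05) and 409 when single arrays were left out. RNA of other tissues on some arrays, described among the other observations, changes probes of those tissues, and its share in these counts is not known here. The compounds differ in dose (250 ng E2 against 750 µg), and a biological difference in how long each response lasts may also be in line with these values, as a hypothesis that the design cannot separate from dose.

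Other splits of the arrays into groups of the same sizes were counted for results that compare 3 arrays with 3. There are 10 such splits, so this count by itself cannot exclude chance for any of them, however large the result. In most comparisons no grouping but the real one (1 of the 10 splits) gave a result as large. For the G2/M list at 2 h, 6 (E2), 3 (BPA) and 4 (HPTE) splits did, and for the cholesterol synthesis list 9 (E2 2 h), 9 (BPA 2 h) and 4 (BPA 24 h). In 100 drawn splits, the real one included, 1 (the real one) gave an F test count as large, and chance can be excluded. For the selective probes at 2 h, vehicle arrays were kept and E2 arrays exchanged with those of BPA or HPTE, as splits that part the vehicle arrays say little about a difference from E2. Of the 20 such splits, 1 (the real one) gave as many probes for BPA and 1 for HPTE, but a share under 0.05 cannot be reached with 20, so chance cannot be excluded by this count. For the interaction of HPTE against BPA, arrays were exchanged between the compounds within each time only, as splits that mix 2 h and 24 h arrays would hold the effect of time. Of 100 such splits, 7, the real one included, gave as many probes, and chance cannot be excluded.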

How the results depend on the processing

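Tests without the probes that differ between vehicle arrays were chosen only after the values were seen, and the other alternatives were listed earlier. Among single values with a call, reversed were only the Nr4a1 interactions, from 0.43 (BPA/E2) and 0.42 (HPTE/E2), past the threshold, to 0.00 (just under 0) and -0.09 with no scaling and, for HPTE/E2, to -0.24 with spike-in scaling, none of these past it, and the cause was not tested. A change of sign between values not past the threshold was not counted, nor was the prevailing direction of counts, which differed between scalings for 11 of 18 counts, as the report describes. With slide as a random block (duplicateCorrelation, consensus 0.0189) all 296 results compared kept their call, or their count within 1.5 times. With quantile normalization 288 of 300 did so, without a filter 288 of 300, with scan day as a block 290 of 296, with an intensity trend 290 of 296, and with spike-in scaling, the lowest of the refits of all arrays, 242 of 300. Among the values of single genes, 3172 of 3308 comparisons kept their call, 80 lost it and 53 gained one. The deposited matrix gave the same values as no scaling. Signal near background limits what the arrays can show: 72.7% to 81.3% of probes per array were well above background.

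For reference, the counts against vehicle were 9127, 16036 and 15622 at 2 h for E2, BPA and HPTE and 20720, 4258 and 11049 at 24 h. Between compounds they were 6160 (BPA-E2), 5402 (HPTE-E2) and 142 (HPTE-BPA) at 2 h and 18773, 15855 and 1325 at 24 h. Between times they were 18164 (E2), 15713 (BPA) and 17562 (HPTE), and the interactions 16535 (BPA/E2), 14960 (HPTE/E2) and 28 (HPTE/BPA). Selective probes numbered 3060 (BPA) and 2647 (HPTE) at 2 h and 466 and 1019 at 24 h, and the F test gave 26398. The correlations were 0.881, 0.938 and 0.967 at 2 h (E2/BPA, E2/HPTE, BPA/HPTE) and 0.910, 0.904 and 0.985 at 24 h, and the slopes 0.685 (BPA) and 0.895 (HPTE) at 2 h and 0.311 and 0.490 at 24 h.

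Spike-in scaling gave fewer probes in every count. Counts against vehicle were 2825 (E2), 5548 (BPA) and 6573 (HPTE) at 2 h and 11554, 1030 and 3679 at 24 h. Between compounds they were 637 (BPA-E2), 824 (HPTE-E2) and 0 (HPTE-BPA) at 2 h and 8469, 6027 and 0 at 24 h, and between times 8083 (E2) and 5405 (BPA). The interactions were 6095 (BPA/E2), 7226 (HPTE/E2) and 0 (HPTE/BPA), where the limma counts of 0 stood against 1844, 2127 and 1893 at an unadjusted p under 0.05. Selective probes were 218 (BPA 2 h), 571 (HPTE 2 h), 32 (BPA 24 h) and 195 (HPTE 24 h), and the F test gave 16008. Fixed transcripts under BPA at 2 h went from 17 to 11, and the cholesterol list under HPTE at 2 h from 0.29 to 0.54, where camera passed. At 24 h r was 0.929 (E2/BPA), 0.919 (E2/HPTE) and 0.977 (BPA/HPTE). Slopes were 0.607 (BPA 2 h), 0.802 (HPTE 2 h) and 0.536 (HPTE 24 h). The spike-in level relative to the 75th percentile ranged from 1.37 to 2.63 between arrays, but the cause was not tested.

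With no scaling, BPA 24 h gave 2587, HPTE-E2 2 h 11738, HPTE-BPA 15 (2 h) and 23 (24 h), and the HPTE/BPA interaction 0 by limma (2867 at an unadjusted p under 0.05). Selective probes were 286 (BPA 24 h) and 5154 (HPTE 2 h), r at 24 h was 0.908 (E2/HPTE) and 0.983 (BPA/HPTE), and the HPTE 2 h slope was 0.798. Quantile normalization gave 91 (HPTE-BPA 2 h) and 871 (HPTE-BPA 24 h), an r of 0.911 (E2/HPTE 24 h) and a call for immediate early genes under HPTE at 24 h (-0.32). With normexp correction as well, the interaction HPTE/BPA was 81 and r was 0.977 (BPA/HPTE 2 h), 0.830 (E2/BPA 24 h), 0.866 (E2/HPTE 24 h) and 0.981 (BPA/HPTE 24 h). Slopes were then 0.797 (BPA 2 h), 0.239 (BPA 24 h) and 0.403 (HPTE 24 h), and immediate early genes under HPTE at 24 h passed (-0.23). In each of these the cause was not tested.

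Without a filter more probes were tested, with 63 (HPTE-BPA 2 h), 785 (HPTE-BPA 24 h) and 2 (HPTE/BPA interaction), and r at 24 h was 0.918 (E2/BPA) and 0.911 (E2/HPTE). With a mean signal over 100 the HPTE/BPA interaction was 84 and r was 0.898 (E2/HPTE 24 h). The intensity trend gave 228 (HPTE-BPA 2 h) and 73 (HPTE/BPA interaction). For these the cause was not tested, apart from the number of probes tested.

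Array weights, from 0.307 (BPA 2 h replicate 3) to 4.60 (HPTE 2 h replicate 1), gave 8557 (BPA 24 h), 8456 (HPTE-E2 2 h), 1323 (HPTE-BPA 2 h), 4904 (HPTE-BPA 24 h), 1594 (HPTE/BPA interaction) and 982 selective probes (BPA 24 h). Correlations were 0.916 (E2/HPTE 2 h), 0.846 (E2/BPA 24 h), 0.874 (E2/HPTE 24 h) and 0.980 (BPA/HPTE 24 h), and the G2/M list passed for E2 at 2 h (0.21). The cause was not tested.

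Slide as a fixed block takes 5 degrees of freedom from few arrays. Deviations from the group means had a mean r of 0.09 over 25 pairs of arrays of different groups on the same slide, 13 of them over 0.1, against -0.02 over 146 pairs on other slides, 36 of them over 0.1. It gave 1588 (BPA 24 h), 4864 (HPTE 24 h), 3035 (BPA-E2 2 h), 3005 (HPTE-E2 2 h), 79 (HPTE-BPA 2 h), 11 (HPTE-BPA 24 h) and, by limma, 0 (HPTE/BPA interaction, 4249 at an unadjusted p under 0.05). Selective probes were 1520 (BPA 2 h), 1677 (HPTE 2 h), 157 (BPA 24 h) and 407 (HPTE 24 h), and r at 24 h was 0.927 (E2/BPA), 0.927 (E2/HPTE) and 0.988 (BPA/HPTE). Scan day as a block gave an r of 0.920 (E2/BPA 24 h) and 0.910 (E2/HPTE 24 h). Fitting only the compared groups, with fewer arrays, gave 2014 (BPA 24 h), 416 (BPA-E2 2 h) and 3449 (HPTE-E2 2 h). For HPTE-BPA limma then gave 0 at both times (3174 and 8543 at an unadjusted p under 0.05). Beyond fewer degrees of freedom, the cause was not tested.

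Replicate numbers were checked for pairing, since groups share them. Deviations from the group means had a mean r of -0.02 over 57 pairs of arrays with the same number in different groups, 12 of them over 0.1, and 0.01 over 114 pairs with other numbers. The samples thus share only a number. With the replicate block the HPTE/BPA interaction was 6 in place of 28, and single gene calls were lost for Cdc2a (BPA 2 h), Cpa1 (E2 24 h) and Igh-6 (BPA 24 h) and for the BPA/E2 interactions of Errfi1 and Cyr61, with no other call changed.

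Thresholds change counts by construction. With a 2-fold requirement, counts against vehicle were 2672 (E2), 4626 (BPA) and 4874 (HPTE) at 2 h and 9203, 1215 and 1990 at 24 h. Between compounds they were 1196 (BPA-E2), 1085 (HPTE-E2) and 55 (HPTE-BPA) at 2 h and 7263, 4740 and 96 at 24 h, between times 6710 (E2), 4059 (BPA) and 5330 (HPTE), and for interactions 8446 (BPA/E2), 6888 (HPTE/E2) and 12 (HPTE/BPA). An unadjusted p under 0.001 gave 4844 (E2), 9613 (BPA) and 9730 (HPTE) at 2 h and 2196 (BPA) and 5516 (HPTE) at 24 h. It gave 2745 (BPA-E2 2 h), 2693 (HPTE-E2 2 h), 379 (HPTE-BPA 2 h), 12260 (BPA-E2 24 h), 9832 (HPTE-E2 24 h), 9844 (BPA between times) and 11614 (HPTE between times). Interactions were 10441 (BPA/E2), 8814 (HPTE/E2) and 336 (HPTE/BPA), selective probes 1554 (BPA 2 h), 1622 (HPTE 2 h), 150 (BPA 24 h) and 344 (HPTE 24 h), and r at 24 h 0.940 (E2/BPA), 0.940 (E2/HPTE) and 0.988 (BPA/HPTE).

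Correlations fall by construction when more probes with small changes enter. Over all probes r was 0.736 (E2/BPA), 0.827 (E2/HPTE) and 0.883 (BPA/HPTE) at 2 h and 0.595, 0.746 and 0.898 at 24 h. Over the probes called for the first compound it was 0.888 (E2/HPTE) and 0.930 (BPA/HPTE) at 2 h and 0.673 (E2/BPA), 0.794 (E2/HPTE) and 0.976 (BPA/HPTE) at 24 h. Over probes changed at least 2-fold the BPA 2 h slope was 0.624. Without the probes that differ between vehicle arrays r was 0.940 (E2/BPA 2 h), 0.777 (E2/BPA 24 h), 0.855 (E2/HPTE 24 h) and 0.973 (BPA/HPTE 24 h), and slopes were 0.892 (BPA) and 1.004 (HPTE) at 2 h and 0.148 and 0.319 at 24 h. The probes left out are the construction of this change, and why they differ was not settled. The fry test in place of camera lost G2/M under BPA at 2 h (0.32) and gained immediate early genes under E2 (-0.48) and HPTE (-0.24) at 24 h, where the cause was not tested.

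Leaving out each array in turn gave 1976 (without BPA 24 h replicate 1) to 4841 for BPA 24 h, 3424 to 8580 (BPA-E2 2 h), 3520 to 6339 (HPTE-E2 2 h), 14 to 1225 (HPTE-BPA 2 h), 26 to 1647 (HPTE-BPA 24 h) and 0 to 409 (HPTE/BPA interaction, by limma, with 3626 to 4090 at an unadjusted p under 0.05 where it was 0). Selective probes ranged from 1516 to 4061 (BPA 2 h) and from 162 to 549 (BPA 24 h). The range of r was 0.826 to 0.901 (E2/BPA) and 0.951 to 0.972 (BPA/HPTE) at 2 h, and 0.891 to 0.936 (E2/BPA), 0.878 to 0.921 (E2/HPTE) and 0.980 to 0.987 (BPA/HPTE) at 24 h. Slopes ranged from 0.605 to 0.734 (BPA 2 h), 0.787 to 0.965 (HPTE 2 h), 0.257 to 0.359 (BPA 24 h) and 0.448 to 0.530 (HPTE 24 h). G2/M medians at 2 h ranged from -0.02 to 0.23 (E2), 0.12 to 0.47 (BPA) and 0.04 to 0.27 (HPTE). Among single genes 4726 of 4860 comparisons kept their call, 101 lost it and 33 gained one. Without an E2 24 h array limma pools the spread, and the lone array is assumed to vary like the other groups. Beyond the loss of an array, the cause was not tested.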

Other observations

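Tests of a response of uterine cells to the compounds, a response to estradiol, a fault of one probe and male tissue, those of testis RNA for the counts at 2 h, the matched random removals and all tests without the probes that differ between vehicle arrays were chosen only after the result was seen. The verdicts on scaling, estradiol, hour of collection and the lower calls at 24 h were made more cautious after the values were seen. Genes named in this part lie outside the rule for named genes and were chosen after some of their values were seen.

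Transcripts of maturing sperm cells were lower in every treated group than in vehicle. Over 24 transcripts not looked at before (of 25 listed, all 24 tested and well above background on all 3 vehicle arrays) the median change was -3.37 (E2), -2.13 (BPA) and -2.92 (HPTE) at 2 h and -3.75, -2.59 and -3.35 at 24 h. All 24 were lower in each of the 6 contrasts, and none of 1000 random lists was as low. On 20 of them all vehicle arrays lay above all 17 treated arrays. They were also higher on vehicle replicate 1 than on the other vehicle arrays, by a median of 1.42 (0.59 to 2.00, all 24 genes), where the median difference in size over all probes was 0.19. The 10 transcripts seen first (9 tested and well above background on all vehicle arrays) had medians of -6.06, -2.44 and -4.19 at 2 h and -6.82, -3.58 and -5.03 at 24 h. The most abundant of the sperm cell transcripts were Prm1 (vehicle mean 4.60 above the 75th percentile), Prm2 (3.68), Tnp1 (2.94) and Ldhc (2.62).

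For these transcripts, slide or scan day is argued against, since with slide as a block the least negative median was still -2.30. A response of uterine cells to the compounds is also argued against: 4 Y-linked genes (Ssty1, Sly, Zfy1 and Zfy2; of 10 listed and 9 on the array) were well above background on all vehicle arrays of these females, and 3 of the 4 were lower in all 6 contrasts. Scaling of the arrays cannot be told apart as a part of the size, because under normexp correction the least negative median was -1.06, while it was -2.01 to -2.07 under the other scalings. RNA of testis mixed into the samples, most of it on vehicle replicate 1 and less on all treated arrays, may be the source. A single component held 90.2% of the variation of the list between arrays, against at most 79.0% (median 43.5%) in random lists. Any list of genes that change together would give a high share, so this does not tell testis RNA from another shared cause. Of the 4 Y-linked genes, Ssty1, Sly and Zfy2 go with male RNA, each being lower in all 6 contrasts. Zfy1 was well above background on all 20 arrays and was lower only under BPA and HPTE at 24 h (-0.49 and -0.30). It is thus no evidence for male RNA, nor against a response of uterine cells. Where such RNA would have entered is not known here. It stays a hypothesis.

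If testis RNA lies on the vehicle arrays, part of the calls against vehicle reflects it. Of probes called lower at 24 h, 32.8% (BPA) and 14.9% (HPTE) lay over 1 log2 unit higher on vehicle replicate 1, against 1.11% and 1.10% of probes not called. Of the probes at least 2-fold lower these were 87.0% and 64.4%. Because smaller amounts would not pass 1 log2 unit, whether testis RNA is the cause of most lower calls at 24 h for BPA or HPTE cannot be told apart. It may add to the correlation of BPA with E2 at 24 h, which was 0.777 when the tests were refitted without those probes, in place of 0.910. Taking 829 of the 3538 common probes away gave 0.768, below 1000 matched random removals (0.800 to 0.817), so only a part of the fall was in excess of removing large changes. For HPTE, without 904 of 9224 probes r was 0.854, against 0.868 to 0.877 in random removals. Each of these values lies above the highest simulated r of 0.712. That value was drawn with those probes kept, so it is a reference for the full signatures only. It also leaves out any difference shared by all vehicle arrays, and may be too low for that reason.

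Transcripts of digestive enzymes of the pancreas were high on 4 of the 5 E2 arrays. Over the list of 15 on the array (of 19 listed, 14 tested, 11 of them well above background on all vehicle arrays) the median against vehicle was 12.25 and 7.19 on E2 2 h replicates 2 and 3, 2.31 and 3.51 on the E2 24 h arrays, and -0.24 on E2 2 h replicate 1. The 7 transcripts seen first (7 tested, 2 well above background on all vehicle arrays) had medians of 8.76 (E2), -0.06 (BPA) and 0.11 (HPTE) at 2 h and 6.51, -0.13 and -0.19 at 24 h. RNA of pancreas mixed into the samples may be the source, since 11 of the 15 genes not looked at before had these 4 arrays as their 4 highest. A response to estradiol cannot be told apart from this by the value of -0.24 on a single array, because the 4 arrays are all E2 arrays. Ctrc and Cpa1, named in the report, are enzymes of this kind.

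The Xist signal was very low on E2 2 h replicate 3 and HPTE 2 h replicate 2. On 3 of the 4 probes, still well above background there, it lay -5.76 to -7.36 from the other arrays of the groups, and the fourth was not well above background on either. A fault of one probe is argued against, since these arrays were the lowest on each of the 4 Xist probes. Male tissue is argued against as well: Eif2s3y, which was well above background on 2 vehicle arrays, was so on 0 of these 2 arrays by the scanner's flag, with no test involved. This rests on a single probe, since those of Kdm5d and Uty were not well above background on any of the 20 arrays and show nothing here. A single X chromosome, in the animals or their uteri, may be an explanation. The mean of 4 genes that escape X inactivation (Kdm6a, Kdm5c, Ddx3x and Eif2s3x, all well above background on vehicle arrays) was -0.59 on these arrays relative to the rest of their groups, with -0.61 and -0.56 as the lowest and second lowest of the 20 arrays. This was found and tested on the same data, and no other biological explanation was tested.

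More probes were called for BPA and HPTE than for E2 at 2 h. The array with the most pancreatic RNA is argued against as the cause, since the E2 count without it was 7517, against 8468 without replicate 1 and 7171 without replicate 3, and BPA and HPTE groups with 2 arrays gave at least 13739 and 13870. This speaks to that array alone. Pancreatic RNA in general was not tested, because E2 2 h replicate 3 also held such transcripts (list median 7.19). RNA of testis on the vehicle arrays makes treated signal lower, and it is argued against as the cause of the difference in higher calls, with 3609 for E2 against 6248 (BPA) and 6464 (HPTE) and fewer for E2 in all 37 settings run. It is argued against for the lower calls as well, since the sperm cell transcripts fell most under E2 (median -3.37, against -2.13 and -2.92) while E2 had 5518 lower calls against 9788 (BPA) and 9158 (HPTE). E2 had the fewest in 36 of the 37 settings, the exception being no scaling (8923, 6706 and 5406). The hour of tissue collection cannot be told apart, because vehicle was collected at 24 h only: 3 of 14 clock genes (21.4%) differed between BPA and E2 at 2 h against 19.0% of all probes (Fisher's exact p = 0.738), and 4 (28.6%) between HPTE and E2 against 16.6% (p = 0.271 by the same exact test). The 14 clock genes, all well above background on vehicle arrays, moved both ways at 2 h, from -0.74 (Nr1d1) and -0.77 (Bhlhe41) to 0.70 (Per2) under E2, from -0.93 (Nr1d1) to 1.17 (Per2) under BPA and from -1.51 (Nr1d1) to 1.52 (Per2) under HPTE, so that their medians near 0 decide nothing. Dose stays open as a biological difference and was not tested.

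A list of 15 liver transcripts (14 on the array, 9 tested, 8 well above background on all vehicle arrays) had medians of 0.68 on vehicle replicate 1, 0.99 on HPTE 2 h replicate 3 and -1.77 to 0.13 on the other arrays.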
